# Beta-Lapachone, a Modulator of NAD Metabolism, Prevents Health Declines in Aged Mice

**DOI:** 10.1371/journal.pone.0047122

**Published:** 2012-10-11

**Authors:** Jeong-sook Lee, Ah Hyung Park, Sang-Hee Lee, Seoung-Hoon Lee, Jin-Hwan Kim, Suk-Jin Yang, Young Il Yeom, Tae Hwan Kwak, Dongyeop Lee, Seung-Jae Lee, Chul-Ho Lee, Jin Man Kim, Daesoo Kim

## Abstract

NADH-quinone oxidoreductase 1 (NQO1) modulates cellular NAD^+^/NADH ratio which has been associated with the aging and anti-aging mechanisms of calorie restriction (CR). Here, we demonstrate that the facilitation of NQO1 activity by feeding β-lapachone (βL), an exogenous NQO1 co-substrate, prevented age-dependent decline of motor and cognitive function in aged mice. βL-fed mice did not alter their food-intake or locomotor activity but did increase their energy expenditure as measured by oxygen consumption and heat generation. Mitochondrial structure and numbers were disorganized and decreased in the muscles of control diet group but those defects were less severe in βL-fed aged mice. Furthermore, for a subset of genes associated with energy metabolism, mice fed the βL-diet showed similar changes in gene expression to the CR group (fed 70% of the control diet). These results support the potentiation of NQO1 activity by a βL diet and could be an option for preventing age-related decline of muscle and brain functions.

## Introduction

It has been recently suggested that NQO1 (NAD(P)H:quinone oxidoreductase) is involved in the mechanism of aging; NQO1 modulates the cellular NAD^+^/NADH ratio associated with aging and age-related disorders [1] by reducing substrates using NADH as an electron donor [2], [3]. The enzymatic function of NQO1 is decreased in aged tissues and enhanced by calorie restriction (CR), a beneficial strategy for body health and life-span [4]. Consistently, the overexpression of NQR1, a yeast homolog of mammalian NQO1, increases the lifespan of yeast [5]. It remains unclear yet if the direct modulation of NQO1 activity is also beneficial in mammalian species. A lack of small molecules that stimulate NQO1 activity has been one of the major hurdles to address the issue.

The quinone-containing compound, β-lapachone (3,4-dihydro-2,2-dimetyl-2H-naphthol[1,2-b]pyran-5,6-dione; [βL]), originally obtained from the Lapacho tree, has been used for medical purposes [6], [7]. Both *in vitro* and *in vivo*, βL facilitates the NQO1-dependent oxidation of NADH to NAD^+^ by receiving two electrons from NADH [3]. The capacity of βL to modulate NAD turnover is totally dependent on NQO1 as these effects were abolished in NQO1 knockout cells [8]. Inspired by the fact that CR also modulates the cellular NAD^+^/NADH ratio in aged tissues [9], [10], here we compare the effect of βL on behavioral, biochemical, and molecular parameters of aging in aged mice with those of CR and describe the effectiveness of βL-supplemented diet in the prevention of aging related mechanisms.

## Materials and Methods

### Ethics Statement

All procedures used in animal experiments were performed according to a protocol approved by the Animal care and Use committee of Korea Advanced Institute of Science and Technology (protocol number KA2010-12, KA2012-04).

### Animals and diets

Male C57BL/6 mice at 6 months of age were purchased (the Orient Bio, Korea) and maintained on a standard chow (11.9 kcal% fat ; Labdiet, 5053PicoLab Rodent Diet20) prior to the start of the experiment. Thirteen-month-old mice were maintained on three different diets: a normal diet in the control group (C group, *Ad libitum*), calorie restriction (CR group, 70% of normal diet), or a normal diet with the addition of 0.066% β-lapachone (βL group). Average daily doses of βL over the course of the experiment were approximately 70∼80 mg/kg/day which is calculated by (food intake (g) * 0.66 mg/g)/(body weight(g)/1000 g/kg). The mice were maintained on a 12 hour light/dark cycle and with 22–24°C. Body weight and food intake were measured on a weekly basis throughout the experiments.

### Measurement of NAD+/NADH levels

Frozen tissue samples were extracted by 1M perchloric acid (HClO_4_) or 1M potassium hydroxide (KOH) solution to determine oxidized and reduced pyridine nucleotide contents. Extracted samples were subjected to ultrasonication with a sonic Dismembator (Fisher Scientific, Fairland, NJ). After centrifugation at 12,000 rpm for 10 min, the supernatant was filtered through a Microcon YM-3 filter (Millipore, Bedford, MA). Electrospray-ionization mass spectrometry was performed in negative ion mode using MDS Sciex API 4000 Triple Quadrupole Mass Spectrometer (Applied Biosystems, Ontario, CA) followed by chromatographic separation on an Agilent 1100 series HPLC system (Agilent technologies, Palo Alto, CA) equipped with a XTerra MS C18 2.1×150 mm, 3.5 µm column (Waters, Milford, Massachusetts, USA).

### Behavioral analysis

#### Rotarod test

The mice were placed on a rotarod device (RotaRod 7650, Ugo Basile, Comerio, Italy) and the latency for the mice to fall off from an accelerating rotarod (2 to 40 rpm over 5 min) were measured. Each mouse was given four trials and a 30 min resting period between each trial.

#### Grip test

After the grip strength meter was placed horizontally, mice were allowed to grasp the triangular metal pull bar (with forelimbs only) and were then pulled backward in the horizontal plane. The force applied to the bar at the moment that the grasp was released was recorded as the peak tension (N). The test was repeated five times consecutively and the highest value was recorded.

#### Pole test

A mouse was place on the vertical bar (1 cm in diameter and 50 cm long) with headside-up, and the time taken for the mice to orient its body upside-down was measured. If the mouse slid down the pole or remained hanging for two minutes, the mouse failed that trial. Each mouse was given five trials.

#### Fear conditioning

Fear conditioning was conducted in a conditioning chamber (clear Plexiglas, dim light, metal grid floor; San Diego Instruments, USA) and a testing chamber (white plastic, circular cylinder) with video cameras mounted on the top of the chamber. The experiment was conducted over two days. On day one, each mouse was acclimated to the conditioning chamber (4 min 40 s) and then given three pairings of a conditional stimulus (tone, 20 sec, 5 kHz, 75 dB) that co-terminated with an unconditional stimulus (foot shock, 2 sec, 0.7 mA). The trial interval was 60 sec. On the day of testing, the freezing responses to the conditional stimulus were measured in the testing chamber with test tones (180 sec). To test contextual conditioning, the mice were placed in the conditioning chamber and were allowed to explore for five minutes. An observer who was blinded to the previous treatments of the mice measured freezing manually.

### Analysis of physiological indicators

For indirect calorimetry, individual mice were placed in a chamber (Accuscan instruments, USA). Energy expenditure was calculated by measuring O_2_ consumption and CO_2_ production every 10 min for 12 h. At the same time, physical activity was measured. Blood samples were collected in heparinized tubes and separated by centrifugation. Enzyme-linked immunosorbent assay (ELISA) was used to quantify blood plasma insulin, adiponectin and leptin (Linco Research, MO). Enzymatic assays were used to quantify triglycerides, cholesterol and glucose, LDL and HDL (Beckman Instruments, CA).

### Electron microscopy

Mice were perfused under deep anaesthesia by the transcardial perfusion of heparinized saline followed by a fixative containing 4% paraformaldehyde and 0.1% glutaraldehyde in 0.1 M phosphate buffer. The muscles were removed and post-fixed overnight in the same fixative. Then the tissue was dissected out and cut perpendicular to the longitudinal axis for transmission electron microscopy (Tecnai G2 Spirit Twin; FEI Company; Korea Basic Science Institute).

### Quantitative-PCR (qPCR)

Three micrograms of the total RNA was used for cDNA synthesis with Superscript II (Invitrogen). Diluted cDNA samples were subjected to qPCR with specific primers for individual genes and a SYBR Green dye (Invitrogen) using a real-time PCR system (iQ5; Bio-Rad). The results were normalized to cyclophilin A. The forward and reverse primers used for each gene were as follows:

SIRT1 F: 5′-AACTTCACAGCATCTTCAAT-3′ R: 5′-TGACACTGTGGCAGATTGTTATT-3′; SIRT3 F:5′-CACTACAGGCCCAATGTCAC-3′ R: 5′-TCACAACGCCAGTACAGACA-3′; PGC1α F:5′-TTTCATT CGACCTGCGTAAA-3′ R:5′-GGAATGCACCGTAAATCTGC-3′; NRF1 F: 5′-TGATGGAGAGGTCCAACAAA-3′ R: 5′-GGTTTCCCCAGACAGGACTA-3′; mTFA F: 5′-ATACCTTCGATTTTCCACAGAAC-3′ R: 5′-ATACCTTCGATTTTCCACAGA AC-3′; UCP1 F: 5′-GGGACCTACAATGCTTACAGAGT-3′ R:5′-GTACAATCCACTGTCT GTCTGGA-3′; UCP3 F: 5′-TTCTACACCCCCAAAGGAAC-3′ R:5′- AATCGGACCTTCAC CACATC-3′; Cyclophilin A F:5′-TTTGCAATCCTGCTAGACTTGA-3′ R:5′- CCCCATCTG CTCGCAATA-3′.

### Microarrays

Total RNA was extracted using the RNeasy Mini Kit (QIAGEN), and the quality of the total RNA samples was assessed using an Experion automated electrophoresis system (Bio-Rad Laboratories). Then, 0.5 µg of total RNA from each sample was labeled using the Illumina TotalPrep RNA Amplification Kit (Ambion) in a process involving cDNA synthesis and *in vitro* transcription. Single-strand RNA (cRNA) was generated and labeled by incorporating biotin-NTP (Ambion). A total of 1.5 µg of biotin-labeled cRNA was hybridized to a Sentrix mouse-8 v2 Expression BeadChip (Illumina) for 16 hours at 58°C. The hybridized biotinylated cRNA was detected with streptavidin-Cy3 and quantitated using Illumina's Bead Array Reader Scanner (Illumina). Array data were processed and analyzed by BeadStudio version 3.0 software (Illumina). Data normalization was performed using quantile normalization and fold changes and statistical significance were determined using the Avadis Prophetic version 3.3 (Strand Genomics).

### Immunoblotting

Total proteins from tissues were extracted in RIPA lysis buffer (500 mmol/l Tris-HCl pH 7.4, 1 mmol/l EDTA, 150 mmol/l NaCl, 1% NP-40, 0.25% Na-deoxycholate, and 1 mmol/l phenylmethylsulfonl fluoride) and content was determined using the Bio-Rad dye binding microassay. Protein was electrophoresed on a SDS-polyacrylamide gel after boiling for 10 min with SDS sample buffer. Anti-AMPKα Ab and Anti-phospho-T172 AMPKα Ab were purchased from Cell Signaling Technology (Beverly, MA).

### Statistical analysis

All data were compared with Student's *t*-test (or paired t-test) for paired groups or repeated measure analysis of variance (one-way or two-way) using the SigmaStat 3.1™ software package (Jandel Scientific Software, Germany), followed by analysis using the post-hoc Holm–Sidak test. The data in this study are presented as the mean ± SEM. P<0.05 was considered statistically significant. The Kaplan-Meier method was used to estimate survival and survival rates were analyzed by the log-rank test.

## Results

### βL increases the NAD+/NADH ratio and the activation of AMPK pathways in aged mice

We tried to examine the effect of βL on NAD+/NADH ratio in aged mice. When βL was injected (5 mg/kg, *i.v.* injection), the NAD^+^/NADH ratio was significantly increased in the muscle of aged mice (Fig. 1A). Consistently, in the extensor digitorum longus (EDL) muscle of aged mice, phosphorylated AMPK which is known to be enhanced by NAD^+^-dependent signaling pathways [11] was increased in response to βL treatment (Fig. 1B). These results suggest that the amount and the level of NQO1 activity in aged tissues is enough for boosting the βL-mediated production of NAD^+^ and NAD^+^-associated signaling pathways *in vivo*.

**Figure 1:**
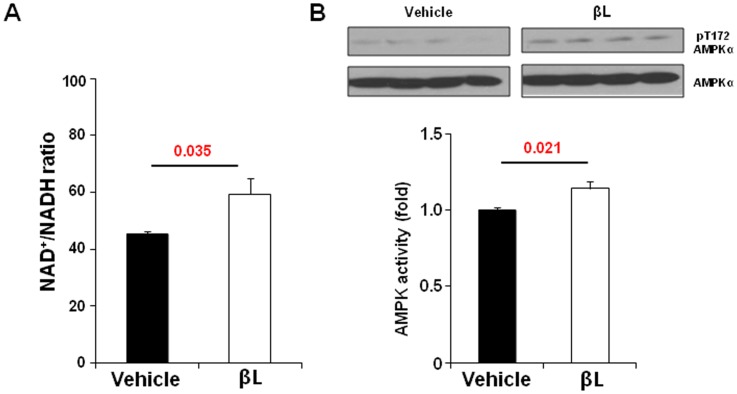
βL activates AMPK signalling pathway. (A) βL increases NAD^+^/NADH ratio by acute injection. NAD^+^/NADH ratio was calculated in the tissue of mice intravenously with vehicle (n = 5) or 5 mg/kg βL (n = 5) (B) Effect of βL on phosphorylation of AMPK for EDL (n = 5 per each group). Values represent mean± SEM.

### Feeding βL mimicked CR effects on body weights and fats in aged mice

To compare the effects of βL with those of CR, cohorts of middle-aged (13-month-old) male C57BL/6J mice were provided with different dietary conditions: control diet (C, normal diet *ad libitum*), calorie restriction (CR, 70% of control diet), and β-lapachone supplemented food (βL, normal diet with the addition of 0.066% β-lapachone).

Within 2–3 months, the βL-supplemented diet led to a decrease in body weight compared to the level found in young adult mice (Fig. 2A). During the total treatment period, the βL group showed a similar amount of food intake compared with the control group (Fig. 2B). The weights of peripheral and gonadal fats in βL-diet mice were significantly decreased (Fig. 2C). In addition, aging-related markers in blood, such as increased glucose, cholesterol and leptin associated with increased body fats [12] were significantly lowered in the βL and CR groups (Table 1).

**Figure 2:**
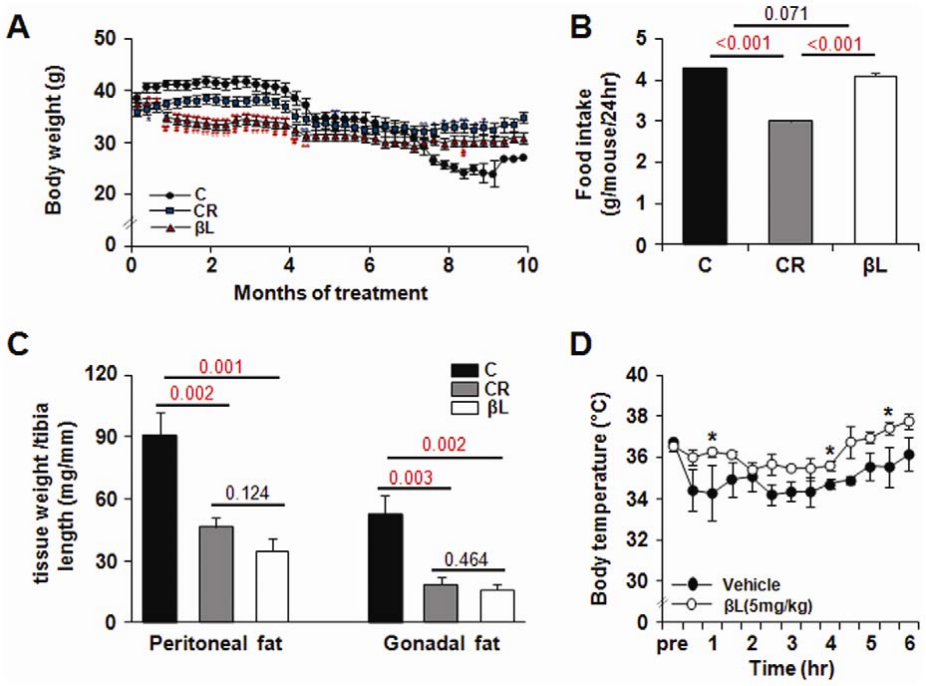
βL decreases body mass. (A) Body weight was measured over 10 months for all survivors. (B) Food intake was measured and calculated as average daily values for all survivors. (C) Fat mass was measured after 10months treatment (n = 5) (D) Changes in body temperature after injection with vehicle (n = 4) or 5 mg/kg βL (n = 4). Values represent mean±SEM. *p<0.05 **p<0.001 versus control ^#^p<0.05 ^##^p<0.001 versus CR.

**Table 1:** Effects on metabolic parameters in plasma.

Parameter	Control	Calorie restriction	β lapachone
GOT	149±11.8	156.9±17.1	173.7±26.7
GPT	46.1±4.0	64.2±3.9*	53.6±6.5
Cholesterol	121.7±11.4	87.5±7.0*	93.0±4.5*
Triglycerides	101.6±32.6	30.4±4.8*	84.5±16.7#
HDL	64.7±6.3	55.1±4.3	55.7±2.5
LDL	8.1±0.8	6.1±0.7	7.9±0.7
LDH	807.9±59.5	767.4±43.3	1013.0±109.2
Creatinine	0.2±0.02	0.2±0.01	0.2±0.01
IP	7.6±0.8	7.0±0.6	7.8±0.4
BUN	28.1±1.4	26.7±1.6	28.0±0.8
Glucose	214.0±39.9	184.0±9.6	166.0±9.6
Insulin	565.7±242.3	435.6±82.8	285.7±47.3
Leptin	9.6±3.5	8.6±1.3	2.9±0.6* #
Resistin	1.5±0.1	1.0±0.1*	1.3±0.1#

Data are the mean±s.e.m. (n = 5–10 per group).

* p<0.05 versus control;

# p<0.05 versus Calorie restriction.

How does βL lead to weight loss under normal food intake? We measured body temperature after injecting vehicle or βL (5 mg/kg, *i. v*) and found that βL maintained body temperature higher than vehicle control (Fig. 2D), suggesting that βL may lead to a higher energy expenditure resulting in weight loss and more evaporation heat energy.

### Feeding βL increases body metabolism

To examine the degree of energy expenditure (EE) which contributes to energy homeostasis [13], EE values among the three groups were compared by measuring the oxygen consumption. Mice fed on a βL-supplemented diet showed a higher EE value compared to the control group (Fig. 3A) without an increase in locomotor activity (Fig. 4A). The respiratory quotient (RQ) values (VCO_2_/VO_2_), which depend on the type of fuel used (*i.e.*, glucose or lipids), showed no difference among the three groups (Fig. 3B). These results suggest that βL boosts the basal metabolic rate of aged mice, which is consistent with the fact that the metabolic rate can be modulated by NAD-associated signaling pathways [11].

**Figure 3.βL:**
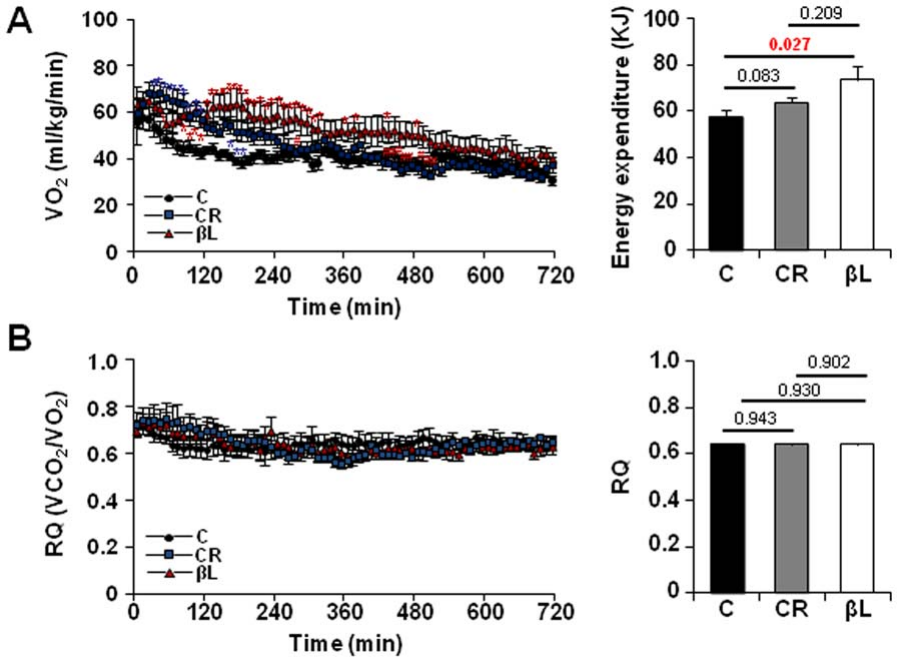
βL increases energy expenditure. (A) Energy expenditure as measured by changes in VO_2_ consumption in indirect calorimetry over 12 hr (n = 7 for each group). (B) Respiratory quotient (RQ) was calculated from the ratio of VCO_2_/VO_2_. Data represent the mean ± SEM. *p<0.05 **p<0.001 versus control ^#^p<0.05 ^##^p<0.001 versus CR.

**Figure 4:**
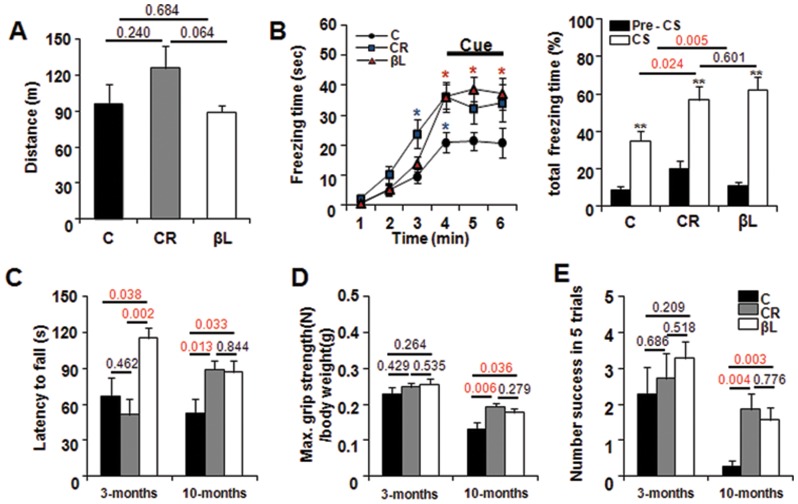
βL delays functional decline. (A)Total distance (B) Measurement of freezing time for cued conditioning (C)Time to fall from an accelerating rotarod (D)Peak tension measurements of grip strength (E)Number of successful trials in pole tests (n = 10–15 for each group) for control (C), calorie restriction (CR), and β-lapachone supplemented (βL) mice. Data represent the mean ± SEM. *P<0.05 versus control; **P<0.001 versus pre-CS.

### Feeding βL improves behavioral functions

To examine the functional aspects of the anti-aging effects of βL, mice were analyzed employing various behavioral paradigms. Both the CR and βL-fed groups had a higher capacity of associative memory than the control group, as measured by fear conditioning (Fig. 4B), although the three groups showed no significant differences in an elevated plus maze (EPM) test, which measures anxiety in mice (data not shown). In addition, both the CR and βL-fed groups showed higher motor performance and muscular strength than the control group (Fig. 4C–E). The effects of βL on motor functions appeared earlier than the CR effects (Fig. 4C–E). These data clearly indicate that βL mimics the effects of CR to ameliorate age-dependent decreases in body function [14], [15].

### Feeding βL prevents mitochondrial degenerations

Since mitochondrial function has been implicated in energy homeostasis in physiological and pathological states, we examined subcellular structures using electron microscopy. In aged mice with a normal diet, a substantial number of mitochondria were missing that are normally located perpendicular to the Z disks with regular spacing. In addition, some of them had abnormal mitochondrial cristae structures and elongated morphology (Fig. 5A). In contrast, the skeletal muscles of the CR and βL-diet groups had a higher number of intact mitochondria with regular spacing along the Z disks (Fig. 5B); both βL-diet and CR groups had more mitochondria with normal structure than the normal diet group, which is probably due to the resistance to mitochondrial degeneration or fusion known to be seen in aging [16].

**Figure 5:**
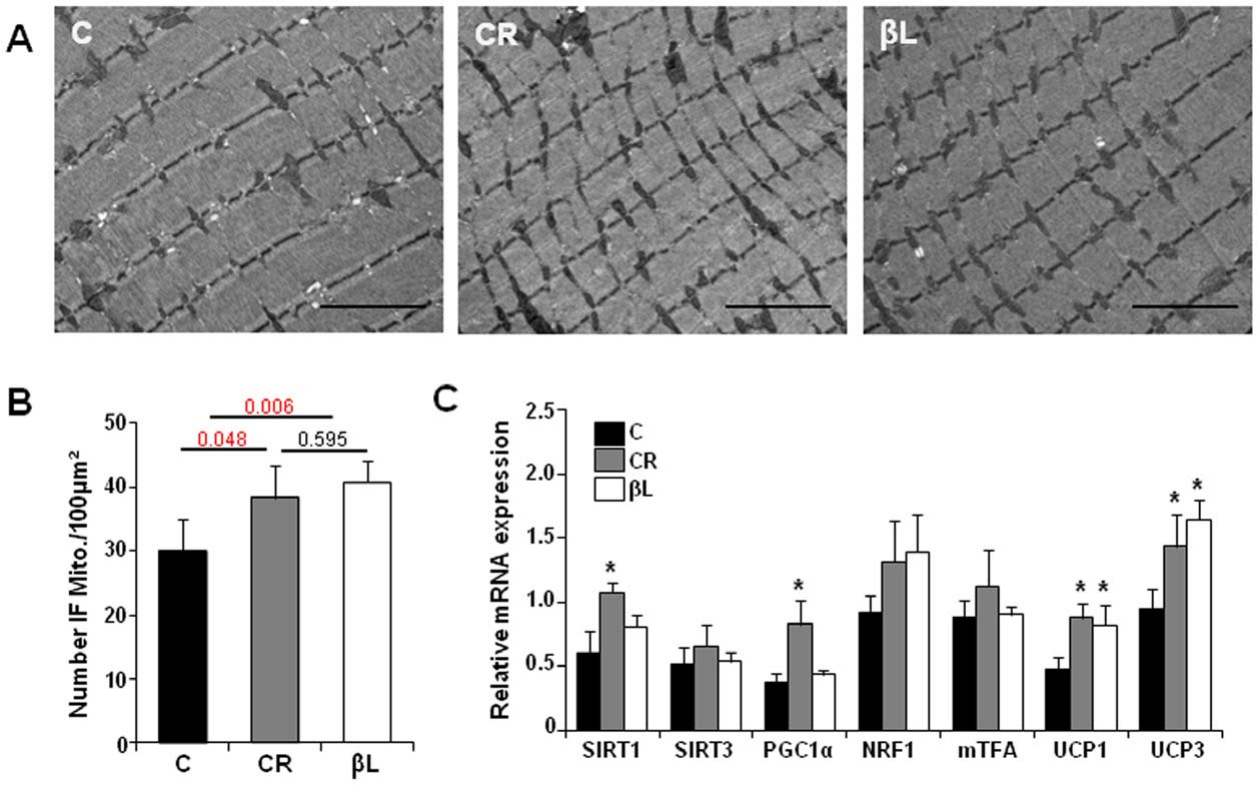
βL preserves mitochondria. (A) Electron microscopy (×15,000 magnification) of skeletal muscle. Scale bar represents 2 µm. (B) Quantification of inter-myofibrillar mitochondria number per 100 µm^2^ in the skeletal muscles after 10 months treatment (analysis of seven images per mouse, n = 5 per group) (C) Quantitative RT-PCR of genes related to mitochondrial function (n = 4 mice/group). Data represent mRNA levels relative to cyclophilin A. Data represent the mean ± SEM. *P<0.05 versus control.

Then, quantitative PCR analysis was performed to examine mitochondrial proteins that are known to reduce the production of ROS, which is a major cause of damage to cellular organelles. Two uncoupling proteins, UCP1 and UCP3, were significantly increased in CR and βL-diets groups when compared with controls (Fig. 5C). These results suggest that βL-diet increases metabolic rates and prevents mitochondrial damage, at least in part, by increasing UCPs [17].

### CR and βL diets induce similar gene expression changes

To compare the molecular effect of βL diet on muscles with CR, we analyzed gene expression profile using GO gene sets and parametric analysis of gene set enrichment (PAGE) and found that both group showed a 77% correlation (Fig. 6A). In addition, aging-related genes [18], [19] were down- or up-regulated with similar patterns (Fig. 6A–B). 

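The data were measured on Illumina Sentrix Mouse-8 v2 BeadChips, arrays whose beads carry gene-specific probes and report each transcript as a brightness. Muscle RNA came from mice on the control diet (C, 2 arrays), on calorie restriction (CR, 70% of the control food, 3 arrays) and on a diet with 0.066% βL (3 arrays). The mice were male C57BL/6J that started the diets at 13 months of age. The text names neither the muscle taken nor the number of arrays. Brain RNA of the same diets, 2 arrays each, was processed in the same way. Nothing in the sources says that replicate arrays came from separate mice, so p-values measure only the spread between these samples, which may be technical. The number of arrays limits the precision. Of 25697 probes, 11123 to 11786 were above background on each muscle array (detection p under 0.05), with median intensities of 150 to 165. According to the methods, the authors read the arrays with BeadStudio, quantile-normalized them and took fold changes in Avadis Prophetic. Here, starting from the authors' intensities before normalization, the background was modelled from the detection p-values (normexp, offset 16). The arrays of each tissue were then quantile-normalized and put on a log2 scale. Genes detected on at least 2 arrays of the tissue were kept, each by its brightest probe, which left 8898 genes in muscle. The 3 diets were fitted together with limma and p-values were adjusted by the Benjamini-Hochberg method. Gene lists fixed before the data were examined were tested with camera. Each value against control rests on the 2 control arrays, which serve both diets, and where 1 of these was left out, the lone one was assumed to vary like the other groups. Control replicate 1 stood apart from the other muscle arrays, with a mean correlation across genes of 0.970 with the rest against 0.976 to 0.983 for the others. The background correction and the offset set the size of the fold change of dim genes.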

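Genes of white adipocytes and of fatty acid synthesis and oxidation stood higher as groups in muscle of both diets than in control muscle. Of 16 measured white adipocyte genes, 15 had a log2 fold change above 0 on CR, with a median of 0.81 (camera, adjusted p = 1.01e-06, but adjusted p = 0.498 with an estimated correlation). All 16 lay above 0 on βL, with a median of 1.28 (adjusted p = 4.92e-10, but adjusted p = 0.390 with an estimated correlation). Pparg, the regulator of adipocyte differentiation, had a log2 fold change of 1.02 on CR and 1.49 on βL (SE 0.38). Adipoq, which encodes the fat cell hormone adiponectin, was at 1.02 and 1.80 (SE 0.60), and Dgat2, which makes triglycerides, at 0.91 and 1.43 (SE 0.37). The 17 genes of fatty acid and triglyceride synthesis had medians of 0.57 on CR and 0.48 on βL (adjusted p = 2.0e-05 and 0.000446, but adjusted p = 0.390 and 0.498 with an estimated correlation). Among these, Acaca, the enzyme that makes malonyl-CoA, had log2 fold changes of 1.58 and 1.40 (SE 0.41), and Agpat2, an acyltransferase of triglyceride synthesis, 1.36 and 1.74 (SE 0.39). Of 23 genes of fatty acid oxidation, 19 lay above 0 on CR and 22 on βL, with medians of 0.22 and 0.32 (adjusted p = 0.000562 and 2.57e-05, but adjusted p = 0.762 and 0.674 with an estimated correlation). Pdk4, which restrains the use of glucose as fuel, had log2 fold changes of 0.53 and 0.82 (SE 0.19). None of these genes passed limma's test over all genes. When adjusted over the list alone, 7 white adipocyte genes, 4 of the synthesis list and 1 of the oxidation list were higher on βL. On CR limma called 0 of them over the lists alone, where 5 adipocyte, 8 synthesis and 2 oxidation genes had an unadjusted p under 0.05 and the methods' t-test called 0 of all genes after adjustment. Other lists of energy metabolism did not pass. The medians on CR and βL were 0.03 and -0.06 for 56 genes of oxidative phosphorylation, 0.04 and -0.11 for 18 of glycolysis, and 0.07 and 0.07 for 16 of NAD metabolism. Those of 20 citric acid cycle genes were 0.01 and -0.04 (mean 0.03 on βL), and those of 13 mitochondrial biogenesis genes 0.02 and -0.01. Nor did 24 ribosomal protein genes (0.07 and 0.06), 14 of sterol synthesis (-0.01 and -0.01) or 7 of brown adipocytes (-0.12 and -0.04) pass. Across all 8898 genes, which are not independent replicates, the log2 fold changes of CR and βL over control had a Pearson r of 0.58, a Spearman rho of 0.52 and a covariance of 0.0613. Unchanged groups simulated against the same control arrays gave a mean r of 0.60 (0.57 to 0.63), a rho of 0.56 (0.54 to 0.58) and a covariance of 0.0432 (0.0389 to 0.0475). The observed r lay within its simulated range, the rho below and the covariance above, with a difference in covariance of 0.0181. The simulation gave all arrays of a gene the same spread. The 2 control arrays differed by an SD of 0.5065 across genes, against 0.3641 to 0.4135 between arrays of CR or of βL. The simulated covariance may thus be too low, and the difference does not show a shared response. PAGE was run over 29 of the fixed lists, since the GO sets were not used here. Of these, 69.0% had the same direction in both diets (71.5% in the simulation, 55.1% to 86.2%), and their Z scores correlated with r = 0.79 (0.61 in the simulation, 0.051 to 0.92). With 1 control array for each diet, a choice made after the data were seen, the r of fold changes was 0.07 and -0.11. Their covariance was then 0.01075 and -0.01648. Without control replicate 1, the CR and βL medians were 0.19 (adjusted p = 0.123) and 0.74 for white adipocyte genes and -0.10 (adjusted p = 0.673) and 0.09 (adjusted p = 0.392) for oxidation, and that of synthesis on CR was 0.30. Without control replicate 2, they were 1.39 on CR for white adipocyte genes and 0.49 and 0.62 for oxidation, oxidation on CR was 0.18 without CR replicate 1 (adjusted p = 0.130), and synthesis on βL was 0.31 without βL replicate 1. From the set scores of both diets (Fig. 6A), the paper states a correlation between the groups.

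**Figure D1:**
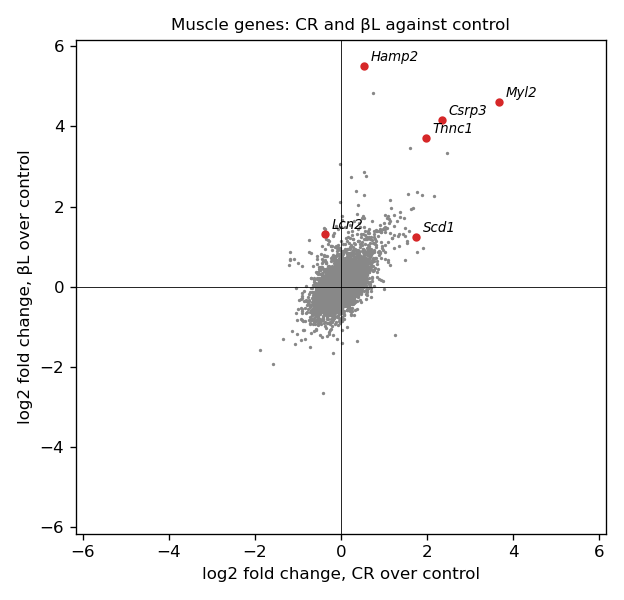
Log2 fold change of βL over control (y axis) against that of CR over control (x axis) for the 8898 genes measured in muscle (grey points), with 6 named genes in red. The cloud runs along the diagonal with a Pearson r of 0.58, beside 0.60 for unchanged groups that share these controls, and Hamp2 lies high on the y axis.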

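On βL, macrophage and acute-phase genes and genes often higher in aged tissue stood higher in muscle as groups, while on CR these lists did not pass the test. Hamp2, of the hepcidin family that governs iron export, was at a log2 intensity of 10.58 ± 0.63 (SD, n = 3) on βL. It was not above background on either control array (5.08 ± 0.02, SD, n = 2), so that βL was at least 34-fold higher (limma, adjusted p = 0.0373). Lcn2, which encodes lipocalin 2, an acute-phase protein that binds bacterial siderophores, was at 6.43 ± 0.06 (SD, n = 3) on βL and not above background on any control or CR array. It was at least 1.92-fold higher than control (limma, adjusted p = 0.0373) and 1.88-fold higher than CR (limma, adjusted p = 0.00354). These 2 genes were limma's only calls among 8898, both against control (921 at an unadjusted p under 0.05) and against CR (856), where Hamp2 differed by a log2 of 4.97 (SE 0.51, adjusted p = 0.0202). All 17 macrophage genes lay above 0 on βL, with a median log2 fold change of 0.62 (camera, adjusted p = 9.84e-08, but adjusted p = 0.547 with an estimated correlation). Against control, limma called 0 of them over the list alone (7 at an unadjusted p under 0.05, and 0 of all genes by the methods' t-test after adjustment). On CR their median was -0.08 (adjusted p = 0.571). On βL against CR it was 0.93 (adjusted p = 1.91e-10, but adjusted p = 0.479 with an estimated correlation), with 8 genes higher when adjusted over the list alone. The complement genes C1qb and C1qc differed by 1.42 and 1.23, and Lyz2, which encodes lysozyme, by 1.19. All 9 acute-phase genes lay above 0 on βL, with a median of 0.86 (adjusted p = 2.57e-05, but adjusted p = 0.390 with an estimated correlation), beside 0.16 on CR (adjusted p = 0.603). Against CR the βL median was 0.66 (adjusted p = 0.000429, but adjusted p = 0.390 with an estimated correlation). Blood cell genes moved with these groups. Red cell and lymphocyte genes, 4 of each and too few for a test, had medians of 2.07 and 0.83 on βL and 0.25 and 0.08 on CR, with 3 and 2 higher on βL when adjusted over the list alone. Each βL array lay above each control and CR array in both medians. The list of genes often higher in aged mouse tissues was chosen for this work and is not the set the study cites. It shares Lcn2 with the acute-phase list, so the 2 lists are not independent. Of its 15 measured genes, 14 lay above 0 on βL, with a median of 0.61 (adjusted p = 2.08e-07, but adjusted p = 0.390 with an estimated correlation) and 3 higher when adjusted over the list alone. Their median was 0.06 on CR (adjusted p = 0.463), and 0.93 on βL against CR (adjusted p = 2.0e-05, but adjusted p = 0.390 with an estimated correlation). Genes of this list on βL included Ccl8, a chemokine, at 1.27, and C4b, of the complement system, at 0.96. The 15 interferon-response genes did not pass (medians 0.16 on CR and 0.30 on βL), nor did 13 clock genes (0.10 and 0.23). When adjusted over the list alone, 2 clock genes were higher and 1 lower on CR, and 3 higher and 1 lower on βL. Members that move in opposite directions cancel in the median and in camera's test, so neither can show whether the clock shifted. Arntl, the activator of the clock, was at -1.88 on CR and -1.58 on βL (SE 0.39), and at -1.15 and -0.85 without control replicate 1. On CR limma called 0 genes (456 at an unadjusted p under 0.05, and 0 by the methods' t-test after adjustment). Those with the smallest p did not pass either (limma, adjusted p = 0.932 for each). They were Per2, Erdr1 (1.62), 1110017D15Rik (1.53), Bid and Tex19.1 (0.89) on the higher side, and Arntl, Mboat1 (-0.92), Slc16a9 (-0.83), Slc31a2 and AW551984 on the lower side. Tex19.1 was at 0.57 and Slc16a9 at -0.53 without control replicate 1. The calls of Hamp2 and Lcn2 against control ended without control replicate 1 (limma, adjusted p = 0.354 for each), CR replicate 1 (0.0537 and 0.0871) or βL replicate 1 (0.138 and 0.143) or 3 (0.112 for each). That of Lcn2 also ended without CR replicate 2 (limma, adjusted p = 0.09) or 3 (0.0945), and that of Hamp2 against CR ended without any array but CR replicate 2 and βL replicate 2 (limma, adjusted p = 0.0934 to 0.155). The call of Lcn2 against control ended too with every probe, without background correction (limma, adjusted p = 0.278), with the authors' deposited values (0.0740), with an offset of 50 (0.0537) and with only the groups compared (0.229), and that of Hamp2 with all arrays normalized together (0.130) or no filter on dim probes (0.0693). Array weights ended both (limma, adjusted p = 0.0833 for each), as did the methods' t-test after adjustment (adjusted p = 0.746 for Hamp2 and 0.397 for Lcn2). Against CR, Hamp2 did not pass with all arrays normalized together (limma, adjusted p = 0.131), no filter (0.0642) or only the groups compared (0.0925), and neither gene passed the methods' t-test after adjustment (adjusted p = 0.474 and 0.252). Without control replicate 2, limma called 5 genes on CR and 33 on βL, and the macrophage and aged medians on βL were 1.04 and 1.05. Without βL replicate 2 it called 12 against control and 18 against CR. The acute-phase median on βL was 0.51 without control replicate 1 and 1.31 without βL replicate 3, and against CR 0.34 without CR replicate 1 and 1.08 without βL replicate 3, while the aged median against CR was 0.61 without CR replicate 1.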

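In muscle, genes of slow-twitch fibres, the red and enduring fibre type, stood higher as a group on both diets. Of 13 measured, 11 lay above 0 on CR, with a median log2 fold change of 1.14 (camera, adjusted p = 0.0295, but adjusted p = 0.873 with an estimated correlation). All 13 lay above 0 on βL, with a median of 2.32 (adjusted p = 6.34e-06, but adjusted p = 0.672 with an estimated correlation). On βL against CR it was 1.35 (adjusted p = 0.00362, but adjusted p = 0.804 with an estimated correlation). The slow myosin light chain genes Myl2 and Myl3 had log2 fold changes of 3.66 and 2.46 on CR and 4.62 and 3.35 on βL. The slow troponin genes Tnnc1 and Tnnt1 were at 1.97 and 1.60 on CR and 3.71 and 3.45 on βL. None passed limma's test of single genes (adjusted p = 0.938 and 0.506 for Myl2), and they differed widely between the control arrays. Myl2 had log2 intensities of 5.85 and 15.62 on control replicates 1 and 2, against means of 14.40 ± 0.96 on CR and 15.36 ± 0.50 on βL (SD, n = 3). Tnnc1 had 7.41 and 15.08, against 13.22 ± 1.61 and 14.95 ± 0.68. Csrp3, a muscle LIM protein of the sarcomere, had 5.62 and 12.41, against 11.36 ± 1.31 and 13.19 ± 0.66. Its log2 fold changes were 2.35 on CR and 4.17 on βL (SE 1.59, adjusted p = 0.938 and 0.424 from limma), and -1.05 and 0.78 against control replicate 2 alone. The 14 fast-twitch genes did not pass (medians 0.02 on CR and -0.06 on βL), nor did 20 genes of muscle development (0.24 and -0.04, with a mean of 0.24 on βL, adjusted p = 0.154 and 0.673 from camera). Myod1, a master regulator of myogenesis, had log2 fold changes of -0.59 and -0.56, and Myh8, the perinatal myosin, 0.61 and 1.19. The 9 measured genes of lipid transport had medians of 0.20 on CR (adjusted p = 0.386 from camera) and 0.46 on βL (adjusted p = 0.0220, but adjusted p = 0.672 with an estimated correlation). The filter left out Apoa1, Apoa2 and Apoc3 of this list, which were above background on control replicate 1 alone. The measured genes therefore cannot show whether the list as a whole was lower. Lpl, which frees fatty acids from lipoproteins, was at 0.52 and 0.95, and Apoe, an apolipoprotein, at 0.50 and 0.91. Of the 26 genes of Table 2, which the study chose on these samples, 21 were matched to a probe, 15 of those listed as higher and 6 of those listed as lower. None of those tested passed limma's test. The clock genes Dbp and Ciart (Gm129) had log2 fold changes of 1.34 and 1.89 on CR and 1.32 and 2.30 on βL. Sln, a regulator of the calcium pump, was at 2.15 and 2.27, Myoz2, of the slow Z-disc, at 1.55 and 2.32, and Cidec, a lipid droplet protein, at 1.37 and 1.88. Cyp2e1, a cytochrome P450, was at 1.31 and 1.27, and Chst1, a sulfotransferase, at 1.23 and 1.29. For 14 of the 15, control replicate 1 was the lowest of the 8 arrays. Against control replicate 2 alone, 5 were higher by a fold of 1.5 and 6 lower on CR, and 8 were higher and 0 lower on βL. The 6 genes listed as lower were Mup2 and Mup6 (major urinary proteins), Apoa2 (an apolipoprotein), Serpina1b and Serpina1d (serine protease inhibitors) and Ttr (transthyretin), all abundant in liver. They were above background on control replicate 1 and on no other muscle array, and had no test, since the filter asks for 2 arrays. Against the mean of both control arrays, Serpina1b was lower at least 4.07-fold on CR and 4.28-fold on βL, Serpina1d at least 2.64-fold and 2.78-fold, and Mup2 at least 5.09-fold and 5.35-fold. These bounds hold only if control replicate 2, below background for these genes, is taken at its own signal. Against control replicate 2 alone, 0 of the 6 genes passed a fold of 1.5 on either diet. The hepatocyte list was left with 4 genes (Rbp4, Trf, Fgg and Hp, medians 0.31 and 0.97), too few for a test. Without control replicate 1, the slow-twitch median was -1.23 on CR (adjusted p = 1.42e-05 from camera) and -0.01 on βL (adjusted p = 0.801), and lipid transport on βL was 0.11 (adjusted p = 0.475). Without control replicate 2 these were 3.16, 4.78 and 0.80. With control replicate 1 then the only control array, limma called Myl2, Myl3, Dbp and Ciart on both diets and Sln, Tnnc1, Csrp3 and Myoz2 on βL. Single genes moved as far. On CR and βL, without control replicate 1, Myl2 was at -1.23 and -0.27, Myl3 at -0.96 and -0.067, Tnnc1 at -1.87 and -0.13, Tnnt1 at -1.85 and 0.015 and Myoz2 at -0.92 and -0.15. Dbp was then at 0.19 and 0.17, Ciart at 0.19 and 0.61, Sln at 0.34 and 0.46 and Cidec at 0.44 and 0.95. Without control replicate 2, Dbp was at 2.49 and 2.46, Ciart at 3.58 and 3.99, Sln at 3.96 and 4.07, Cidec at 2.29 and 2.80 and Myoz2 at 4.02 and 4.78. Myl2 was then at 8.54 and 9.50, Myl3 at 5.87 and 6.75, Tnnc1 at 5.80 and 7.53, Tnnt1 at 5.03 and 6.87 and Csrp3 at 5.73 and 7.55. Cyp2e1 on βL was at 0.80 without βL replicate 1, and Tnnc1, Tnnt1 and Myoz2 on CR were lower by over 1.5 times without CR replicate 1. The slow-twitch call on CR also ended without CR replicate 1 (0.50, adjusted p = 0.601 from camera) or βL replicate 1 (1.15, adjusted p = 0.0549) and without the Table 2 genes (0.30, adjusted p = 0.542). On βL it was 2.03 without those genes (adjusted p = 0.00294 from camera). Against CR it was 0.94 without CR replicate 3 (adjusted p = 0.0651 from camera) and 2.04 without CR replicate 1, and lipid transport on βL was 0.36 without βL replicate 1 (adjusted p = 0.157).

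**Figure D2:**
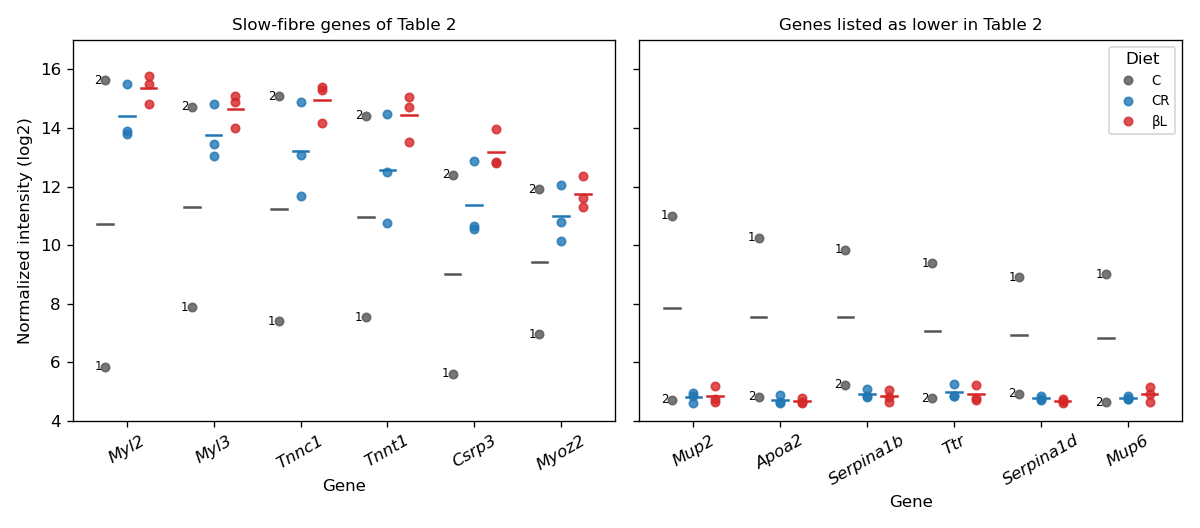
Normalized intensity (log2, y axis) of slow-fibre genes (left) and of genes listed as lower (right) on each muscle array, with control in grey, CR in blue and βL in red, bars at the group means and the control arrays numbered by replicate. Control replicate 1 lies below the other 7 arrays for the slow-fibre genes, with Myl2 at 5.85 beside 15.62 on control replicate 2, and above them for the genes listed as lower.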

Genes associated with muscle development and differentiations were up-regulated whereas genes involved in lipid transport were down-regulated (Fig. 6C, Table 2); for example, Csrp3 (cysteine and glycine-rich protein 3), one of the genes increased in βL group, is known to enhance skelectal myogenesis [20] and serine prepetidase inhibitor 1b and 1d (Serpina 1b and 1d) which are down-regulated and known to prevent obesity and insulin resistance [21]. These results are consistent with the βL effects on behavior (Fig. 4) and muscular structures and also explain how a βL- diet prevents aging-related changes.

**Figure 6:**
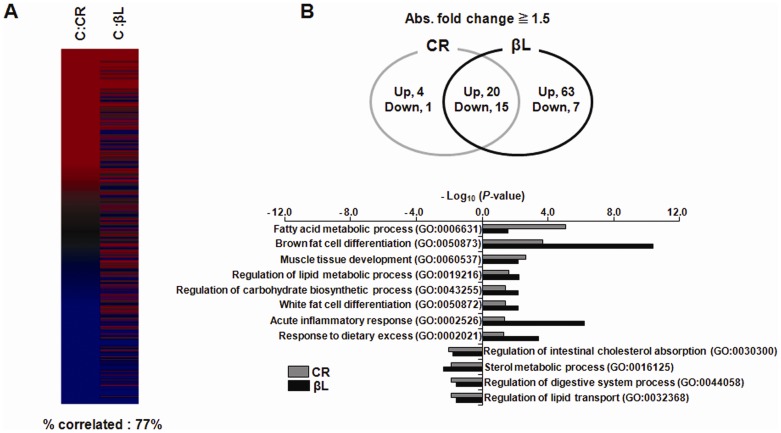
βL shifts expression patterns towards those for calorie restriction. (A) Parametric analysis of gene-set enrichment (PAGE) (up-regulated (red) or down-regulated (blue)) (B)(upper) Venn diagram shows number of overlapping genes between data sets.(lower) Gene ontology analysis. Results are plotted as negative log-transformed *p*- values.

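At a fold change of 1.5 with no test, 205 of 8898 genes were higher and 134 lower in muscle on CR than on the control diet, and 474 and 235 on βL. Both diets shared 147 of the higher and 48 of the lower genes. Independent lists of these sizes would share 10.9 and 3.54, and unchanged groups simulated against the same controls shared 63.6 (50 to 77) and 62.7 (47 to 78.05). The shared lower genes thus lay within the range of unchanged groups and the shared higher genes above it. The simulation gave all arrays of a gene the same spread, though the control arrays differed more than arrays of either other diet. Its range may be too low, so it cannot tell how much of the overlap comes from the shared controls. The simulated lists had other sizes, with 108.3 and 108.4 further higher genes on CR and βL outside the overlap against 58 and 327 observed, and 107.6 and 109 further lower genes against 86 and 187. Among the shared higher genes were Scd1, a fatty acid desaturase, with log2 fold changes of 1.74 on CR and 1.24 on βL, and the period genes Per1 (1.68 and 1.96) and Per2 (1.43 and 1.33) of the circadian clock. Per1 was at 0.79 on CR and 1.08 on βL without control replicate 1, and at 2.55 on CR and 2.84 on βL without control replicate 2. Arntl was among the shared lower genes. Control replicate 1 lay below control replicate 2 for 85.7% of the shared higher genes and above it for 89.6% of the shared lower genes. It thus lay farther from the diet arrays. Of all genes, 63.3% had control replicate 1 displaced from control replicate 2 in the direction opposite to the change on CR. Against control replicate 2 alone, 59 of the shared higher and 8 of the shared lower genes kept a fold of 1.5 in both diets. Without control replicate 2 the fold of 1.5 took 1064 genes on CR and 1442 on βL, with 694 shared, and without CR replicate 1 it took 559 on CR.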

**Table 2:** The most highly up-regulated and down-regulated genes in skeletal muscle.

Gene	Fold Change(CR/C)	Fold Change(βL/C)	Accession number	Definition
Genes up-regulated				
Myl2	7.20	13.98	NM_010861	Myosin, light polypeptide 2
Myl3	4.51	8.27	NM_010859	Myosin, light polypeptide 3
Sln	4.04	4.36	NM_025540	Sarcolipin
Scd1	3.27	2.32	NM_009127	Stearoyl-coenzyme A desaturase 1
Tnnc1	3.04	10.00	NM_009393	Troponin C
Csrp3	2.88	9.68	NM_013808	Cysteine and glycine-rich protein 3
Per1	2.47	2.97	NM_011065	Period homolog 1
Dbp	2.44	2.39	NM_016974	D site albumin promoter binding protein 3
Tnnt1	2.42	8.52	NM_011618	Troponin T1
Per2	2.35	2.20	NM_011066	Period homolog 2
Cyp2e1	2.31	2.25	NM_021282	Cytochrome P450, family2, subfamily e, polypeptide 1
Myh2	2.26	2.61	NM_144961	Myosin, heavy polypeptide 2
Myoz2	2.20	3.61	NM_021503	Myozenin 2
GM129	2.11	2.70	NM_001033302	Gene model 129 (NCBI)
Cidec	2.10	2.88	NM_178373	Cell death-inducing DFFA-like effector C
Cfd	2.09	2.31	NM_013459	Complement factor D
Chst1	2.04	2.12	NM_023850	Carbohydrated sulfotransferase 1
Genes down-regulated				
Mup2	0.25	0.26	NM_008647	Major urinary protein 2
Apoa2	0.30	0.30	NM_013474	Apolipoprotein A-2
Mup3	0.35	0.35	NM_001039544	Major urinary protein 3
Serpina1b	0.35	0.34	NM_009244	Serine prepetidase inhibitor, clade A, member 1b
Ttr	0.44	0.43	NM_013697	Transthyretin
Serpina1d	0.46	0.44	NM_009246	Serine petidase inhibitor, clade A, member 1d
Tbx1	0.47	0.39	NM_011532	T-box 1
Mup1	0.47	0.48	NM_031188	Major urinary protein 1
LOC620807	0.48	0.50	NM_001081285	Novel member of the major urinary protein gene family

### Effect of βL-diet on survival

Since the enhancement of metabolic rate found in βL-fed mice has been reported in CR, an exercise model and the genetic and pharmacological model of longevity [22], [23], [24], we checked the survival rate of the βL diet mice used in our behavioral and physiological tests (Fig. S1). They showed a 17% increase in mean survival period compared to the control mice (the βL group: 9.1±0.2 months *vs* the control group: 7.8±0.3 months, p<0.001 by the log rank test), whereas the CR group showed 10% (the CR group: 8.6±0.2 months, p<0.05), suggesting that βL was more effective than CR in increasing survival rate. However, compared with the normal life-span of C57BL/6J mice [25], the life-span of the control group used in our study was shorter, probably due to the effects of stress from experimental manipulations, *i. e.*, checking of body weight, food intake and other tests. Thus, the effects of βL on life-span remains obscure and needs to be measured again with a standard protocol.

## Discussion

Studies have shown that NQO1 gene expression is increased by CR [26], [27] and endogenous NQO1 co-substrates, such as coenzyme-Q (CoQ), are decreased in aged tissue [28]. Here we tried to enhance NQO1 activity in aged mice by feeding them βL, an exogenous co-substrate of NQO1 with a higher potency for the long-lasting redox turnover of NAD [29], [30] and found that this treatment mimics the beneficial effects of CR on molecular, cellular and behavioral functions in aged mice.

How do βL-diets produce a similar effect to that of CR? βL could reduce the net calorie intake by decreasing food uptake or enhancing activity at behavioral level. However, the βL-fed mice showed normal consumption of food and activity as control-diet group (Fig. 1). Despite the normal food uptake and activity, they show higher evaporation of heats which may lead to the decrease of net calorie storage in body (Fig. 2D).

Thus, it is plausible that βL may mimic the mechanisms of CR by increasing NAD+/NADH ratio. While CR leads to an increase of NAD^+^ since a low glucose level resulted from low food uptake facilitates the production of ATP by oxidizing NADH to NAD+ [31], βL could directly facilitate the production of NAD+ through the oxidation of NADH by NQO1 [8](Fig. 1A). The increased NAD^+^ can act as a signaling molecule and activate diverse proteins that play a beneficial role in the control of glucose and lipid metabolism, which is eventually deregulated during the aging process [32].

The increased NAD^+^ by βL may also be associated with the activity of AMPK (Fig. 1B). The administration of βL leads to the phosphorylation of AMPK *in vitro* and *in vivo* by modulating the turnover of NAD^+^/NADH. Rapamycin, a drug that inhibits mTOR signaling is known to increase AMPK phosphorylation [33] and leads to an increase in lifespan of mice [34] but its effect on behavioral functions has not been demonstrated.

Despite that indirect evidence of the effects of the βL-diet to ameliorate aging-related decline, is consistent with and support the NAD^+^/NADH ratio theory of aging, an increase in NAD^+^ was not directly measured in tissues obtained from βL-fed mice. Although the acute intravenous administration of βL(5 mg/kg) resulted in a measurable increase in NAD^+^ molecules *in vivo* (Fig. 1A), the administration of βL in the diet (approximately 70–80 mg/kg/day) may have induced a transient change in the NAD^+^/NADH ratio at the cellular level, which was difficult to maintain during tissue preparation. In addition, the normal NAD^+^/NADH ratio seemed to be tightly linked to a fast metabolic rate *in vivo* (Fig. 1C), *i.e.*, the production and consumption of NAD^+^ are enhanced simultaneously. Further studies will be needed to determine the crucial factor in these experiments: the ratio of NAD^+^/NADH, or their turnover rate with a constant NAD^+^/NADH ratio, or both.

Although the effect of βL on longevity is not fully characterized yet, it significantly enhances body function as measured by motor and cognitive performances of aged mice (Fig. 4), which have been the most critical factors for health span. For example, the age-related loss of muscle function (sarcopenia) directly interferes with behavioral performances and leads to a poor quality of life. Administration of βL leads to enhanced motor function and prevent mitochondrial degeneration, which is a major cause of muscular atrophy [35] without exercise or reduction of food intake that are known to reduce age-related skeletal myopathies [36]. In addition, the enhanced motor functions in βL-fed mice can be explained by prevention of the age-dependent decline of motor functions in the brain [37] since βL also increases the capacity of memory functions and prevents the loss of synapses in aged mice compared with control mice (Fig. 4B, S2).

Finally, these results strongly support the NAD^+^/NADH redox theory of aging that the deregulation of the ratio leads to aging and age-related abnormalities [1], [38], [39], [40] and suggest that the dietary or medical administration of NQO1 co-substrate could be a useful strategy for enhancing the quality of life in aged people who have suffered from muscular and brain dysfunctions. In addition, the content and nutrition of natural co-substrates of NQO1 in food should be re-evaluated in terms of increasing health span.

## Supporting Information

Figure S1 **Kaplan-Meier survival curves.**
(TIF)

Figure S2 **βL increases spine synapse in the brain.** (A) Electron microscopy (×15,000 magnification) of skeletal muscle and brain. Scale bar represents 2 µm. (B) Size of individual mitochondria in hippocampal CA1 region after 10 months treatment (analysis of seven images per mouse, n = 5 per group) (C) Spine synapse number per 100 µm^2^ of hippocampal CA1 region. *P<0.05; **P<0.001 versus control; Data represent the mean ± s.e.m.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

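RNA of muscle (8 arrays: 2 control, 3 CR and 3 βL) and of brain (6 arrays, 2 per diet) had been hybridized to Illumina Sentrix Mouse-8 v2 BeadChips with 25697 probes. Samples were grouped by tissue and diet as their labels give them, and the replicate numbers are those of the labels. The mice started the diets at 13 months of age, CR at 70% of the control food and βL at 0.066% of the diet, which the paper gives as 70 to 80 mg per kg per day.

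The intensities that the authors deposited per probe and array before normalization came from BeadStudio. The detection p-values deposited by the authors beside them come from the comparison of each probe with the negative control beads that BeadStudio makes. The authors' normalized intensities were deposited in a second table. It matched a quantile normalization of all 14 arrays together, with a largest difference of 1.433 between its sorted values and the mean of the sorted intensities, and its column medians were 129.35 to 130.02 on a linear scale. The methods give quantile normalization and Avadis Prophetic for fold changes and significance, and the statistics section a t-test or ANOVA for the study as a whole.

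Here the intensities before normalization were used. The background was modelled by normexp with the negative controls inferred from the detection p-values and an offset of 16, followed by quantile normalization within each tissue and log2 (limma 3.58.1, R 4.3.3). Probes with a detection p under 0.05 on at least 2 arrays of the tissue were kept, and a gene with several probes was represented by the one with the highest mean, which left 8898 genes in muscle and 9956 in brain. Of the probes, 23978 carried 1 gene symbol, 0 several and 1719 none, and 23962 matched a gene identifier of the reference table, which changed 0 symbols. Median intensities were 150 to 165 in muscle and 79.9 to 127 in brain, and 43.3% to 45.9% of probes were above background in muscle and 53.9% to 55.4% in brain. The number of arrays limits the precision of each value.

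The 3 diets of a tissue were fitted together with limma's lmFit and eBayes, and p-values were adjusted by the Benjamini-Hochberg method, with a call at an adjusted p under 0.05. The difference between tissues was tested as an interaction over 10827 genes of the 14 arrays normalized together. Fold counts used the fold of 1.5 that Fig. 6B gives, with no test. Whether the authors also required a test for that figure is not stated. A gene not above background on any array of a group has only a bound there, the bright group's mean over the dim group's mean of, per array, the higher of the lowest detected signal and the probe's own. An array of the bright group that is itself below background enters at its own signal. Of 38 gene lists fixed beforehand, for pathways, fibre types, cell types of muscle, fat, liver, blood and brain, and genes often higher in aged tissue, those with at least 5 genes were tested with camera at a preset correlation of 0.01, adjusted over the lists and contrasts of the tissue. In muscle 29 lists and in brain 23 could be tested. With an estimated correlation none of the muscle calls held, and 9 of the brain calls did. A higher p under this setting does not by itself show that the genes of a list moved together. In brain the estimates for choroid plexus genes (0.000615) and immediate early genes (-0.0708) were below the preset. Even so, camera's unadjusted p for choroid plexus genes on CR rose from 1.08e-15 to 0.00368. PAGE used the same lists, and chance with shared controls came from 200 simulated draws of unchanged groups. In these draws genes varied independently and all arrays of a gene had the same spread.

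The genes named in the text were chosen by a fixed rule. It took the genes of Table 2 and of the text, whose values in the paper had been seen, and per contrast and tissue the 10 higher and 10 lower genes with the largest log2 fold change among those that passed with no overlap of the arrays. Where fewer passed it took those, and where none passed the 5 higher and 5 lower with the smallest p. It also took the genes of the quantitative PCR in Fig. 5C and Nqo1, and up to 4 members with the smallest p from each list. Other members of a list named in the text were chosen after their values were seen.

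The steps were tested on simulated data made from the real arrays. For βL against control in muscle (8898 genes), 63 of 100 genes changed 2-fold and 99 of 100 changed 4-fold were called, with 10 unchanged genes called and 0 of the wrong sign. In brain (9956 genes) 100 of 100 were called at either size, with 11 unchanged genes called. In this simulation genes varied independently with limma's fitted spread, the same on all arrays. The real muscle control arrays differed by an SD of 0.5065, more than arrays of either other diet. The shares called may therefore be too high for the real muscle data.

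The alternatives tried were quantile normalization without background correction, the authors' deposited values, an offset of 50, cyclic loess, all 14 arrays normalized together, no filter or a stricter filter on dim probes, every probe, a fit of only the groups compared, array weights, the replicate number as a block, the methods' t-test, an adjusted p under 0.1, ratios of unlogged means, fry, an estimated correlation, lists of 10 or more genes, and each array left out in turn. A block for the chip was not run, since the sources used here do not give the chips. The GO sets and the ageing genes cited by the study were not used here, and 5 of the 26 genes of Table 2 were not matched to a probe.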

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

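Both tests of the choroid plexus pattern were chosen only after the result was seen. The brain arrays, which the paper does not report, held signals between the diets. With limma, 23 genes passed between CR and control (1 higher, 22 lower, 811 at an unadjusted p under 0.05), 33 between βL and control (15 higher, 18 lower, 869) and 28 between βL and CR (26 higher, 2 lower, 932), while the methods' t-test called 0, 0 and 2 after adjustment. The share of genes whose arrays did not overlap was 37.8%, 40.7% and 40.2%, where chance gives 33.3% for 2 arrays against 2. Fewer genes passed with 1 array left out. CR against control then gave 3 genes without either control array, 6 and 8 without CR replicates 1 and 2, and 8 without either βL array. For βL against control there were 3 and 2 without control replicates 1 and 2, and 6 without either βL array. For βL against CR there were 15 and 12 without CR replicates 1 and 2, and 8 and 5 without βL replicates 1 and 2. In these fits a lone array is assumed to vary like the other groups.

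In brain, Lcn2, S100a8, S100a9 and Ch25h were lower on both diets, and the list of macrophage and microglia genes was lower as well. Both comparisons rest on the same 2 control arrays, so they are not independent. High values on those arrays alone would make both diets look lower. No list of neutrophil genes was tested. Lcn2, lipocalin 2, was at 8.65 on the control diet and not above background on either diet, with log2 fold changes of -4.05 on CR and -4.01 on βL (limma, adjusted p = 2.12e-05 and 2.25e-05), at least 10.5-fold and 10.8-fold lower. S100a8 and S100a9, which together form calprotectin, were at -3.39 and -2.79 on CR and -2.81 and -2.60 on βL (at least 5.52-fold and 5.67-fold lower for S100a9). Ch25h, which makes 25-hydroxycholesterol in macrophages, was at -2.39 (at least 4.09-fold lower) and -2.04, Ltf, lactotransferrin, at -1.51 and -1.87 (at least 2.46-fold and 2.53-fold lower), and Lrg1, an acute-phase glycoprotein, at -1.55 and -1.86. On βL, Fcgr4 (-1.37, at least 2.08-fold lower), Lyz2 (-1.24) and Cd14 (-1.16), expressed by myeloid cells, passed too. The 15 macrophage and microglia genes had medians of -0.42 on CR and -0.58 on βL (camera, adjusted p = 2.84e-14 and 2.08e-20, and adjusted p = 0.0474 and 0.0460 with an estimated correlation), with 4 and 5 lower over all genes and 10 and 13 lower when adjusted over the list alone. The 15 genes often higher in aged mouse tissues had medians of -0.19 and -0.37 (adjusted p = 2.17e-10 and 5.02e-13, and adjusted p = 0.0474 and 0.0460 with an estimated correlation), and -0.33 on CR without control replicate 2. This list includes Lcn2. S100a8 and Ch25h passed without any 1 of the 6 arrays on either diet. Lcn2, S100a9 and Ltf passed without any CR or βL array, and were not tested without a control array, since no other group detected them. Lrg1 did not pass on CR without any control or CR array (adjusted p = 0.0742 to 0.210) or on βL without control replicate 1 or 2 (0.0732 and 0.0749). Fcgr4 did not pass without any CR or βL array (0.0992 to 0.438), nor did Lyz2 and Cd14 without any control or βL array (0.0634 to 0.200).

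Genes of the choroid plexus, the tissue in the ventricles that makes cerebrospinal fluid, moved in opposite directions on the 2 diets. The 8 measured had medians of -0.71 on CR, 1.13 on βL and 1.99 on βL against CR (camera, adjusted p = 1.87e-14, 2.79e-21 and 3.09e-26, and adjusted p = 0.0460 for each with an estimated correlation), with 7 lower and 8 and 8 higher when adjusted over the list alone. Ttr, which encodes the carrier of thyroid hormone in cerebrospinal fluid, was at -1.78 on CR, 1.10 on βL and 2.88 between them (limma, adjusted p = 0.00161, 0.0100 and 0.000347). Ecrg4 was at -1.20, 1.43 and 2.63. On βL, the water channel Aqp1 was at 1.59 and 2.30 against CR (at least 3.4-fold higher), Kl, of the klotho family, at 1.26 and 2.27, Wfdc2 at 1.39 and 1.76, Sostdc1 at 1.11 and 1.71, and the homeobox gene Otx2 at 1.16 and 1.68 (at least 2.52-fold higher). Cldn2, a tight junction gene, was at 1.39 (at least 1.67-fold higher) and Mgarp at 1.15 (at least 1.36-fold higher) over a control group below background, and Clic6 at 1.54 against CR. Ttr, Ecrg4, Kl, Otx2 and Clic6 passed on βL against CR without any 1 array, and Ttr on CR. On βL against control, Ttr, Ecrg4, Kl, Wfdc2, Sostdc1 and Otx2 did not pass without any control or βL array (adjusted p = 0.0589 to 0.345), nor Cldn2 and Mgarp without either control array (0.0878 to 0.200). Ecrg4 on CR did not pass without any of the 6 arrays (0.0711 to 0.214). Aqp1 did not pass without control replicate 2 (1.44), βL replicate 1 (1.01) or βL replicate 2 (0.70, and 1.36 against CR). The brightest probe was chosen anew each time an array was left out. Both values against control without a βL array lay below 1.59, the value with both. They may thus come from another probe of Aqp1 and do not show the effect of leaving out an array. Against CR, Wfdc2 and Sostdc1 did not pass without βL replicate 1 (0.0540 and 0.0881) or 2 (0.0762 and 0.0770).

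For this pattern, one technical explanation is an amount of choroid plexus that varied from sample to sample without regard to diet. Of the 15 ways to pair the 6 arrays, 1, that by diet, gave pairs as alike as the diets. The largest difference within a diet was 0.09 and the smallest step between diets 0.79 in the list median. These values argue against variation without regard to diet, but 1 of 15 is too large a share to exclude chance. An amount that differed with the diet, as when replicates of a diet are dissected together, cannot be told apart from an effect of diet with 2 arrays each. The other technical explanation is more blood taken along with the choroid plexus. The 2 measured red cell genes moved in the same order, with medians of -0.53 on CR and 0.94 on βL. Their smaller step was 0.53 beside a largest difference within a diet of 0.27. What blood predicts was first worded the other way and was turned round after these values were seen, so their order does not support it and it stays open, and the red cell list was also at 2.07 on βL in muscle, where no choroid plexus lies. A response of the choroid plexus to diet, the biological explanation, stays open and untested.

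Genes induced by neuronal activity differed as well. The 12 immediate early genes had medians of -0.33 on CR and 0.62 on βL against CR (camera, adjusted p = 3.81e-10 and 6.86e-14, and adjusted p = 0.0474 and 0.0460 with an estimated correlation), with 6 lower and 9 higher when adjusted over the list alone. On βL against control the median was 0.17 (adjusted p = 0.000642, but adjusted p = 0.158 with an estimated correlation), with 1 higher when adjusted over the list alone. Regional and neuronal markers moved with this on βL against CR, where 6 thalamic and hippocampal genes had a median of 0.42 (adjusted p = 3.09e-09, but adjusted p = 0.157 with an estimated correlation), with 6 higher when adjusted over the list alone, and neuronal genes one of 0.08 (adjusted p = 0.0423, but adjusted p = 0.478 with an estimated correlation). Npas4, an activity-dependent transcription factor, was at -1.34 on CR (limma, adjusted p = 0.00457), and did not pass without control replicate 1 or 2 or CR replicate 1 (0.0560 to 0.111). Vwf, the clotting factor of endothelium, was at -1.24 on CR and Erdr1 at 1.01 (adjusted p = 0.0224 each), and neither passed without any 1 of the 6 arrays (0.0560 to 0.276). Prkcd, a protein kinase C of thalamic neurons, was at 1.39 on βL (adjusted p = 0.00340), and did not pass without any control or βL array (0.0634 to 0.0845). Plin4, a lipid droplet protein, was at -1.26 on βL and -1.25 on βL against CR, and Fam171a1 at -0.84 on βL against CR, and none of these passed without any 1 of the 6 arrays (0.0593 to 0.417). On βL against CR, Alas2, the heme synthesis enzyme of red cells, was at 1.61 and Pmch, a hypothalamic neuropeptide precursor, at 1.57 (at least 2.04-fold higher). Alas2 did not pass without CR replicate 1 (0.106) or 2 (0.0599) or βL replicate 2 (0.0762), nor Pmch without CR replicate 2 (0.0500) or βL replicate 1 (0.0598) or 2 (0.0786).

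By limma's interaction test of muscle against brain over 10827 genes, 1 gene passed for CR (516 at an unadjusted p under 0.05) and 4 for βL (837). For Lcn2 the fitted muscle log2 fold change exceeded that of brain by 3.28 on CR and 5.30 on βL (adjusted p = 6.56e-06 and 2.81e-08). These are no measured sizes, since Lcn2 was not above background in control or CR muscle or in brain on either diet, and a fall in muscle on CR could not have been seen. For Lrg1 it did so by 2.70 on βL (0.77 in muscle and -1.93 in brain, adjusted p = 0.000675) and for Plin4 by 1.70 (0.64 and -1.06, adjusted p = 0.0495). For Cldn2 the difference was -1.23 (-0.17 and 1.06, adjusted p = 0.0495). Cldn2 was not above background in control brain, and in muscle it did not reach the 2 detected arrays of the filter. Its difference is thus no measured size either. Without muscle control replicate 2 the counts were 38 and 100. For CR 2 genes passed without muscle CR replicate 3 or βL replicate 1. For βL 7, 28, 2 and 2 passed without muscle CR replicate 1 and βL replicates 2, 1 and 3, and 2 without any 1 of the brain arrays.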

How the results depend on the processing

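The test with separate controls was chosen only after the result was seen. Of the values under the alternatives for single genes and lists, 14 were counted as reversed in direction. Of the others, 3278 kept their side of the threshold, 401 no longer passed and 60 newly passed. Changes of sign in genes with a small fold change that did not pass were not counted as reversed. One such gene was Nqo1 on βL in muscle, at a log2 fold change of 0.18 and at -0.038 without control replicate 1. Of the values for the main comparisons 211 stayed, 124 moved and 1 changed direction. The causes were not tested, except where fewer arrays or genes entered by construction. The signal over background limits dim genes, whose fold change the offset and background correction set. No chip is given in the sources used here, so a block for it was not run. Alternatives that left a gene untested gave no value for it.

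Under quantile normalization without background correction, limma called 5 genes on βL against control in muscle (1 of the 2 called before, Hamp2) and 62 in brain, 12 genes for the βL interaction with tissue, and the fold of 1.5 took 87 genes on CR, 247 on βL and 59 shared. The authors' deposited values gave 4 on βL against control (again 1 of the 2) and 4 against CR in muscle, fold counts of 101, 269 and 71, 36, 69 and 44 in brain, and 12 for the βL interaction. An offset of 50 gave 6 in muscle on βL (again 1 of the 2), fold counts of 162, 407 and 106, 59 on βL in brain and interactions of 4 on CR and 11 on βL. With all 14 arrays normalized together 1 gene was called on βL against control and 1 against CR in muscle, and 55 on βL in brain. Without a filter these were 1 and 1, with 2 for the βL interaction, and with the stricter filter 5 on βL, with interactions of 2 and 12. With every probe there was 1 on βL, a PAGE share of 83.3% and 2 for the βL interaction. With only the groups compared there was 1 on βL against CR in muscle and 8 on CR in brain. Array weights gave 0 on βL in muscle and interactions of 4 and 19, and cyclic loess interactions of 6 and 14. An adjusted p under 0.1 gave 5 on βL in muscle and interactions of 5 and 15. The methods' t-test, in the order CR, βL and βL against CR, called 395, 502 and 759 genes in muscle and 690, 778 and 733 in brain at an unadjusted p under 0.05, 70, 148 and 183 and 42, 71 and 54 with a fold of 1.5 as well, and after adjustment 0, 0 and 0 and 0, 0 and 2, or 0, 0 and 0 and 0, 0 and 1 with the fold. With an estimated correlation 0 lists passed in muscle and 9 in brain, with fry 0 and 15, and with lists of 10 or more genes 11 in brain. As ratios of unlogged means, Tnnc1 and Tnnt1 on CR turned to -0.30 and -0.13. With separate controls the muscle fold change correlation was 0.069 and -0.11.

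With each array left out in turn, muscle calls ranged from 0 to 5 on CR, 0 to 33 on βL and 1 to 18 on βL against CR, and fold counts from 331 to 1064, 649 to 1442 and 162 to 694 shared. The fold change correlation ranged from 0.50 to 0.82, the PAGE share from 62.1% to 96.6% and the muscle list calls from 17 to 32. Brain calls ranged from 3 to 8, 2 to 27 and 5 to 22, and interactions from 1 to 38 on CR and 2 to 100 on βL. On CR the slow-twitch median ranged from -1.23 to 3.16, fatty acid oxidation from -0.10 to 0.49, Myl2 from -1.23 to 8.54, Myl3 from -0.96 to 5.87, Tnnc1 from -1.87 to 5.80, Csrp3 from -1.05 to 5.73, Tnnt1 from -1.85 to 5.03 and Myoz2 from -0.92 to 4.02. On βL, Myl2 ranged from -0.27 to 9.50, Myl3 from -0.067 to 6.75, Tnnc1 from -0.13 to 7.53 and Myoz2 from -0.15 to 4.78. The lowest of these came without control replicate 1 and the highest without control replicate 2.

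With the replicate block, limma called 0, 0 and 2 genes in muscle, with neither Hamp2 nor Lcn2 on βL against control and Lcn2 but not Hamp2 against CR, and 15, 31 and 23 in brain. Nothing in the sources says that the numbers pair samples. Same-numbered arrays of CR and βL muscle had deviations correlated at 0.06, 0.19 and -0.02. Those of control muscle with either diet were correlated at -0.215 to -0.03. In brain the values were 0.181 for control and CR, 0.031 for control and βL and -0.114 for CR and βL. So few values cannot tell whether the numbers pair samples.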

Differences from the paper's values

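No alternative of this part was chosen after the result was seen. In the background-corrected values, 18 of the 42 fold changes of Table 2 that could be compared lay more than 1.5 times from the paper's. Of these, 12 were of genes below background on both diets, for which only a bound could be set, and no bound was over 1.5 times the paper's fold. The other 24 lay within 1.5 times, such as Tnnc1 on CR at 3.93-fold beside the paper's 3.04. The 6 that differed were of 3 genes. Myl2 was 12.6-fold on CR and 24.6-fold on βL, where the paper's values are 7.20 and 13.98. Csrp3 was 5.08-fold and 18-fold, where the paper's are 2.88 and 9.68. GM129 was 3.69-fold and 4.93-fold, where the paper's are 2.11 and 2.70. Under quantile normalization without background correction, the authors' deposited values and an offset of 50, all set before the data were examined, none of these differed. Quantile normalization without background correction put all 42 within 0.99 to 1.02 times the paper's. With all arrays normalized together Myl2 no longer differed, and with ratios of unlogged means GM129 did not, but 26 of the 42 differed under that setting, with a median of 0.413 times the paper's value. Over all 42, bounds included, 4 differed with all arrays normalized together, 8 under cyclic loess, 6 with array weights and 10 with the replicate block. Without CR replicate 1, Myl2 (8.57) and Csrp3 (3.02) on CR did not differ, nor did Csrp3 on βL without βL replicate 3 (13.8). Each of the 6 differed under cyclic loess, array weights, the replicate block and without either control array.

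At a fold of 1.5, the threshold that Fig. 6B gives, 205 genes were higher on CR, where the paper shows about 24 in Fig. 6B, read by eye, and 134 were lower, where it shows about 16. On βL 474 were higher against about 83 and 235 lower against about 22. Shared were 147 higher against about 20 and 48 lower against about 15. Quantile normalization without background correction closed the gap for the genes lower on CR (22), and an offset of 50 for the shared lower genes (18). The methods' t-test at an unadjusted p under 0.05 together with the fold closed it for the genes lower on CR (24) and higher on βL (76), but not for those higher on CR (46), lower on βL (72), shared higher (8) or shared lower (4). No other alternative closed any of these gaps. Quantile normalization without background correction, by fold alone, gave 65 higher on CR, 192 higher and 55 lower on βL and 51 higher shared.

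The paper describes genes of muscle development as higher and of lipid transport as lower. The fixed list of muscle development did not pass on either diet, and that of lipid transport did not pass on CR and was higher on βL (median 0.46, camera, adjusted p = 0.0220, but adjusted p = 0.672 with an estimated correlation). This call ended without control replicate 1 (0.11, adjusted p = 0.475) or βL replicate 1 (0.36, adjusted p = 0.157). Only 9 of the 30 genes of the lipid transport list were measured, and the filter left out those detected on control replicate 1 alone, such as Apoa2. All 15 matched genes that Table 2 lists as higher had a positive log2 fold change on both diets, but none passed limma's test. The 6 listed as lower were not above background on either diet and had no test. The figure also shows brown fat cell and white fat cell differentiation, fatty acid metabolism and acute inflammation as higher and sterol metabolism as lower on both diets. The fixed white adipocyte and fatty acid lists were higher on both diets and the acute-phase list on βL, while the brown adipocyte and sterol lists did not pass, and the fixed lists do not hold the same genes as the GO sets. None of these calls held with an estimated correlation (adjusted p = 0.390 to 0.762). Without control replicate 1 the calls of white adipocyte genes on CR (0.19, adjusted p = 0.123) and of fatty acid oxidation on CR (-0.10, adjusted p = 0.673) and βL (0.09, adjusted p = 0.392) ended, as did oxidation on CR without CR replicate 1 (0.18, adjusted p = 0.130). Without control replicate 2, which leaves control replicate 1 as the only control array, limma called Myl2, Myl3, Dbp and Ciart on CR, and these with Sln, Tnnc1, Csrp3 and Myoz2 on βL.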

Other observations

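None of the tests of this part was chosen after its result was seen, but the requirement that all abundant liver transcripts be detected was set after. In muscle, redox and stress genes shifted little. The 18 NRF2 target genes, which include the βL target Nqo1, had medians of 0.13 on CR and 0.12 on βL (camera, adjusted p = 0.0220 and 0.0319, but adjusted p = 0.390 for each with an estimated correlation). Single genes of interest were Tkt, of the pentose phosphate pathway, at 1.24 and 0.97. The calls ended without control replicate 1 (0.09 and 0.10, adjusted p = 0.107 and 0.0560) or 2 (0.19 and 0.14, adjusted p = 0.159 and 0.145), on CR without CR replicate 2 (0.06, adjusted p = 0.0840) or 3 (0.08, adjusted p = 0.0684), and on βL without βL replicate 1 (0.09, adjusted p = 0.0662) or 2 (0.13, adjusted p = 0.0920). On CR the median was 0.22 without CR replicate 1. The 16 antioxidant genes were at 0.08 on CR (adjusted p = 0.234) and 0.10 on βL (adjusted p = 0.0454, but adjusted p = 0.591 with an estimated correlation), a call that any 1 array but control replicate 2 (0.19) and βL replicate 3 ended (adjusted p = 0.0501 to 0.475). The 14 heat shock genes were at 0.01 on CR (adjusted p = 0.924), 0.23 on βL (adjusted p = 0.0154, but adjusted p = 0.390 with an estimated correlation) and 0.32 on βL against CR (adjusted p = 0.00400, but adjusted p = 0.390 with an estimated correlation). The call on βL ended without control replicate 2 (0.16, adjusted p = 0.0618) or βL replicate 3 (0.20, adjusted p = 0.0521), and against CR the median was 0.14 without βL replicate 3. The 17 genes of the extracellular matrix were at 0.15 on βL against CR (adjusted p = 0.00925, but adjusted p = 0.672 with an estimated correlation), with Col3a1 at 0.52, a call that ended without βL replicate 1 (0.07, adjusted p = 0.430), and they were at 0.28 without βL replicate 2. White adipocyte genes were at 0.45 on βL against CR (adjusted p = 0.0112, but adjusted p = 0.794 with an estimated correlation), a call that ended without CR replicate 1 (0.24), βL replicate 1 (0.27) or βL replicate 2 (0.37). Immediate early genes (-0.13 on CR and 0.03 on βL), endothelial genes (-0.06 and -0.14) and Schwann cell genes (0.21 and 0.07) did not pass.

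Genes that answer denervation and drive atrophy were mixed in muscle. The 12 denervation genes had a median of 0.21 on CR (camera, adjusted p = 0.0319, but adjusted p = 0.390 with an estimated correlation), with Chrna1, of the acetylcholine receptor, at 0.75, and 0.00 on βL (adjusted p = 0.962). On βL against CR they were at -0.24 (adjusted p = 0.0430, but adjusted p = 0.390 with an estimated correlation). The call on CR ended without control replicate 1 (0.20, adjusted p = 0.0908) or 2 (0.32, adjusted p = 0.128) or CR replicate 2 (0.24, adjusted p = 0.115), and the median was 0.38 without CR replicate 1. That against CR ended without control replicate 1, CR replicate 2 or 3 or βL replicate 2 or 3 (-0.29 to -0.17, adjusted p = 0.0560 to 0.135), and the median was -0.39 without CR replicate 1 and -0.38 without βL replicate 1. The 17 atrophy genes were at 0.14 on CR (adjusted p = 0.113) and 0.37 on βL (adjusted p = 0.0158, but adjusted p = 0.498 with an estimated correlation), a call that ended without control replicate 1 (0.25, adjusted p = 0.0701) or βL replicate 3 (0.17, adjusted p = 0.104). Ddit4, an inhibitor of mTOR signalling, was at 1.77 on βL, while the ubiquitin ligases Fbxo32 and Trim63 were at -0.61 and -0.39.

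The calls of other lists in brain did not hold with an estimated correlation. On βL, 6 thalamic and hippocampal genes had a median of 0.42 (camera, adjusted p = 1.30e-09, but adjusted p = 0.157 with an estimated correlation), with 6 higher when adjusted over the list alone, and ribosomal protein genes one of -0.12 (adjusted p = 0.000947, but adjusted p = 0.169 with an estimated correlation). Acute-phase genes were at -0.29 on CR and -0.25 on βL (adjusted p = 5.53e-05 and 6.03e-05, but adjusted p = 0.220 for each with an estimated correlation), and did not pass without control replicate 2 (-0.10 and -0.20, adjusted p = 0.0742 and 0.0680), with -0.14 on βL without βL replicate 1. Clock genes (0.13 on βL, adjusted p = 0.00521, but adjusted p = 0.206 with an estimated correlation) did not pass without control replicate 1 (0.10, adjusted p = 0.0643) or βL replicate 1 (0.08, adjusted p = 0.0744). Sterol genes (0.14 on βL, adjusted p = 0.0141, but adjusted p = 0.308 with an estimated correlation) did not pass without control replicate 1 (0.08, adjusted p = 0.264) or βL replicate 2 (0.13, adjusted p = 0.0687). Endothelial genes (-0.13 on CR, adjusted p = 0.0141, but adjusted p = 0.232 with an estimated correlation) did not pass without control replicate 2 (-0.08, adjusted p = 0.0578) or CR replicate 2 (-0.11, adjusted p = 0.123), with -0.08 without CR replicate 1. Striatal genes were at -0.17 on βL (adjusted p = 0.0319, but adjusted p = 0.344 with an estimated correlation), not passing without control replicate 2 (-0.15, adjusted p = 0.232) or βL replicate 1 (-0.15, adjusted p = 0.0508) or 2 (-0.17, adjusted p = 0.110). Neuronal genes were at 0.08 on βL against CR (adjusted p = 0.0423, but adjusted p = 0.478 with an estimated correlation), not passing without control replicate 2, either CR array or βL replicate 1. Their median was 0.037 without CR replicate 1 and 0.12 without CR replicate 2. Clock genes were at 0.08 on CR (adjusted p = 0.0468, but adjusted p = 0.289 with an estimated correlation), a call that any 1 array but control replicate 2 (0.13) ended (adjusted p = 0.0512 to 0.314, with 0.14 without CR replicate 2). On βL against CR, endothelial genes were at 0.12 (adjusted p = 0.0442, but adjusted p = 0.289 with an estimated correlation), not passing without either control array, CR replicate 2 or βL replicate 2 (adjusted p = 0.0548 to 0.319) and at 0.20 without CR replicate 1, and macrophage and microglia genes at -0.14 (adjusted p = 0.00400, but adjusted p = 0.243 with an estimated correlation), or -0.088 without βL replicate 1. Medians on CR and βL of lists that did not pass were -0.02 and -0.04 for astrocytes, -0.10 and -0.01 for oligodendrocytes, -0.01 and -0.05 for oxidative phosphorylation, 0.07 and -0.02 for the citric acid cycle, 0.04 and -0.06 for mitochondrial biogenesis, 0.01 and -0.02 for NRF2 targets, 0.00 and 0.02 for NAD metabolism, -0.04 and -0.04 for antioxidant genes, 0.03 and -0.01 for heat shock, -0.03 and 0.04 for the extracellular matrix and -0.10 and -0.11 for the interferon response.

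The genes that the paper measured by quantitative PCR (Fig. 5C) were read on the muscle arrays as well. Ucp1, the uncoupling protein of brown fat, was not above background on any muscle array. Ucp3, its muscle relative, was at 1.45-fold on CR and 1.10-fold on βL of control (limma, adjusted p = 0.932 and 0.859). Ppargc1a, the coactivator of mitochondrial biogenesis, was at 0.823-fold and 0.642-fold (adjusted p = 0.946 and 0.396), Sirt1 at 1.10-fold and 1.03-fold, Sirt3 at 0.937-fold on CR, Nrf1 at 0.984-fold and 1.03-fold, and Tfam at 1.08-fold and 0.911-fold. Nqo1, whose enzyme reduces βL, and its relative Nqo2 are not among the genes of that figure and were at 1.09-fold and 1.14-fold and at 1.33-fold and 1.06-fold. None passed. For βL against CR in muscle, where limma called 2 genes, the 10 splits of the 6 arrays into 3 and 3 are too few for a share under 0.05, with 1 split as large, the real one, and 1 gene as the highest of the others.

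Control replicate 1 in muscle differed from control replicate 2 in several gene groups at once. Among clock genes, Dbp was at 10.27 on control replicate 1 and 12.57 on control replicate 2. Ciart was at 5.52 and 8.90, Per1 at 7.34 and 9.10 and Per2 at 8.62 and 9.22. Arntl went the other way, with -0.85 on βL without control replicate 1 and -2.30 without control replicate 2. No explanation was tested for the clock genes. For the slow fibre genes, one explanation is a share of slow muscle that varied between the samples taken, since their list median differed by up to 4.67 on the log2 scale between arrays of 1 diet (-3.65 and 1.02 on the control diet, -1.11 to 1.21 on CR and 0.51 to 1.93 on βL), which is what it predicts. For the genes abundant in liver, one is liver RNA in that sample, as 15 of 27 hepatocyte genes were above background on control replicate 1 alone. The 19 detected on any muscle array were higher there by a median of 2.88. This is no measured size, since those 15 were below background on control replicate 2. Against liver RNA, abundant liver transcripts were not above background on control replicate 1, with Alb at 4.64, Fabp1 at 4.45, Apoh at 4.98, Fgb at 4.79, Cps1 at 4.78 and Tdo2 at 4.95 beside Mup2 at 11.00. This explanation stays open because no liver array was analysed here to show whether these probes respond. No biological explanation was tested for a difference within 1 diet.

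For the higher white adipocyte genes on both diets, one explanation is more fat tissue in the treated muscle samples. The smaller of the 2 medians was 0.81 and Adipoq was at 1.02 and 1.80, as this predicts, while Fabp4, which the prediction also names, has a single probe that was undetected on all 8 muscle arrays and may not respond, so it counts neither way. More fat tissue cannot be told apart from an effect of diet on fat within muscle, since either would raise these genes with the diet. The medians per array, relative to each gene's mean, were -1.37 and -0.21 on the control diet, -0.35 to 0.26 on CR and -0.07 to 0.87 on βL, so that control replicate 1 carries much of the difference. The effect of diet stays open and untested.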
